# Glutamine metabolism controls amphiregulin-facilitated chemoresistance to cisplatin in human chondrosarcoma

**DOI:** 10.7150/ijbs.86116

**Published:** 2023-10-09

**Authors:** Yu-Ying Wu, Yat-Yin Law, Yu-Wen Huang, Nguyen Bao Tran, Chih-Yang Lin, Chao-Yang Lai, Yuan-Li Huang, Chun-Hao Tsai, Chih-Yuan Ko, Ming-Chih Chou, Wei-Chien Huang, Fang-Ju Cheng, Yi-Chin Fong, Chih-Hsin Tang

**Keywords:** chondrosarcoma, amphiregulin, SLC1A5, GLS, cisplatin

## Abstract

Chondrosarcoma is the second most common type of bone cancer. At present, the most effective clinical course of action is surgical resection. Cisplatin is the chemotherapeutic medication most widely used for the treatment of chondrosarcoma; however, its effectiveness is severely hampered by drug resistance. In the current study, we compared cisplatin-resistant chondrosarcoma SW1353 cells with their parental cells via RNA sequencing. Our analysis revealed that glutamine metabolism is highly activated in resistant cells but glucose metabolism is not. Amphiregulin (AR), a ligand of the epidermal growth factor receptor, enhances glutamine metabolism and supports cisplatin resistance in human chondrosarcoma by promoting NADPH production and inhibiting reactive oxygen species (ROS) accumulation. The MEK, ERK, and NrF2 signaling pathways were shown to regulate AR-mediated alanine-serine-cysteine transporter 2 (ASCT2; also called SLC1A5) and glutaminase (GLS) expression as well as glutamine metabolism in cisplatin-resistant chondrosarcoma. The knockdown of AR expression in cisplatin-resistant chondrosarcoma cells was shown to reduce the expression of SLC1A5 and GLS *in vivo*. These results indicate that AR and glutamine metabolism are worth pursuing as therapeutic targets in dealing with cisplatin-resistant human chondrosarcoma.

## Introduction

Chondrosarcoma is a form of cancer that develops from chondrocytes, which are cells responsible for the production of cartilage. Chondrosarcoma is the second most common malignancy in bones, classified histologically into three grades (grades I-III) based on the degree of cellularity, nuclear polymorphism, alterations in the muco-myxoid matrix, and vascularization 1-4. Due to its high incidence of metastasis and recurrence, grade III accounts for most chondrosarcoma deaths, despite the fact that this accounts for only 15% of the cases 1, 4-6. For the past few decades, the primary treatment has been surgical excision 7, due largely to the resistance of chondrosarcoma to traditional chemotherapy and radiotherapy. Thus, there is an urgent need to develop effective treatments for metastatic and unresectable tumors.

Cisplatin is the name commonly used for cis-diamminedichloroplatinum (II) 8, a cytotoxic agent that has proven highly effective in treating a variety of tumors 9. Cisplatin is among the most efficient chemotherapeutic agents for soft tissue sarcomas, including chondrosarcoma 10, 11. When used to treat chondrosarcoma, cisplatin has been shown to increase the likelihood of survival 11; however, many patients develop resistance to the medication 11, 12. Administering cisplatin in conjunction with other medications has been shown to enhance treatment effectiveness while lessening side effects 11, 13.

Glutamine is the most prevalent amino acid in blood and muscle and an important source of carbon and nitrogen. After glutamine undergoes metabolic conversion into α-ketoglutarate (α-KG), α-KG enters the tricarboxylic acid (TCA) cycle, which generates energy for cells and maintains redox homeostasis 14. Glutamine is a signaling molecule that works in concert with intracellular pathways to promote cell proliferation and advance tumor growth 15. Pleiotropic glutamine plays a key role in tumorigenesis and the proliferation of cancer cells 16. Researchers have identified many human cancer cells that have high glutamine dependence 17, 18, which can lead to severe glutamine shortages in the tumor microenvironment 19. Several members of the solute-linked carrier families (SLC) transport glutamine across the plasma membrane. One major glutamine transporter is alanine-serine-cysteine transporter 2 (ASCT2; also called SLC1A5), which has high affinity and selectivity for glutamine 20. SLC1A5 has been identified as a candidate therapeutic target for cancer 21.

Amphiregulin (AR) is an epidermal growth factor and ligand of the epidermal growth factor receptor (EGFR), which has been linked to several physiological processes, including the control of lung morphogenesis, cell motility, angiogenesis, and bone formation 22. There is a growing body of evidence indicating a link between high AR expression and tumor progression 23-29. Researchers have also demonstrated that AR plays a role in controlling cancer cell motility, metastasis, and drug resistance 30. In our previous work, we demonstrated that AR facilitates cell invasion and angiogenesis in human chondrosarcomas 31. We have also demonstrated that AR enhances cisplatin chemoresistance by upregulating the expression of the ATP-binding cassette subfamily B member 1 gene (ABCB1) in chondrosarcoma *in vitro* and *in vivo* 32. However, little is known about the means by which cell metabolism contributes to AR-mediated drug resistance. In the current study, we determined that AR promotes chemoresistance to cisplatin via glutamine metabolism. Specifically, AR enhances SLC1A5 and glutaminase (GLS)-dependent glutamine metabolism and chemoresistance via the MEK/ERK and NrF2 signaling pathways. Therefore, AR and glutamine metabolism are promising targets to deal with cisplatin-resistant chondrosarcoma in humans.

## Materials and methods

### Materials

Human recombinant AR was purchased from PeproTech (Rocky Hill, NJ, USA). The detailed source of antibodies, siRNAs, and pharmacological inhibitors are listed in Supplementary Table S1-3. AR and SLC1A5 shRNAs were purchased from the National RNAi Core Facility (RNAi Core, Academia Sinica, Taiwan).

### Cell culture

Cells from the human chondrosarcoma cell line SW1353 were obtained from the American Type Cell Culture Collection (Manassas, VA, USA), and JJ012 cells were kindly supplied by Dr. Sean P. Scully (University of Miami School of Medicine). Cisplatin-resistant human chondrosarcoma SW1353 cells (SW1353-R) were selected in accordance with a protocol that we developed in a previous study 32. Chondrosarcoma cell culture conditions were prepared in accordance with a previously described protocol 33.

### 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assays

Cell viability was determined via an MTT assay in accordance with the methods outlined in our previous studies 34-36. Briefly, cells were seeded in 96-well plates at a concentration of 5,000 cells per well. After treatment, the cultures were washed using PBS before adding 0.5 mg/ml of MTT solution for incubation at 37°C for 1 h. The absorbance of formazan crystals dissolved in DMSO was measured at 570 nm.

### Colony formation assays

Cells (3 × 10^3^) were seeded into 6-well culture plates. After 24 h, fresh medium with different concentrations of glucose or glutamine were added and treated with cisplatin (0.1 μM) for 14 days. Colonies were fixed using 3.7% formaldehyde and staining them with filtered 0.5% crystal violet solution for 15 min.

### RNA sequencing and data analysis

Total RNA was isolated from SW1353 and SW-1353-R cells for RNA sequencing. RNA quality and integrity were examined using a Bioanalyzer 2100 and RNA 1000 Nano LabChip Kit (Agilent). All samples with an RNA integrity number of less than 7 were excluded from the subsequent assay. After mRNA fragmentation and generation of a complementary DNA (cDNA) library, RNA sequencing was performed using an Illumina HiSeq 4000 and mapped using the HISAT package (http://ccb.jhu.edu/software/hisat2). EdgeR software was used to estimate the differentially regulated genes of all transcripts by calculating fragments per kilobase per million (FPKM). The differentially expressed genes were determined by log2 (fold change) >1 or log2 (fold change) <-1 values, and their statistical significance (p-value <0.05) was defined by R package software. The original data has been uploaded and provided with the GSE number (GSE239911).

### Quantitative real-time PCR

qPCR assays were performed using the StepOnePlus sequence detection system in accordance with an established protocol 37-39. Total RNA was extracted from chondrosarcoma cells using a TRIzol kit (MDBio, Taipei, Taiwan), and cDNA was synthesized using an M-MLV Reverse Transcriptase kit (Invitrogen, Carlsbad, CA, USA). Total cDNA (100 ng) was mixed with sequence-specific primers (Supplementary Table S4) using a KAPA SYBR^®^ FAST qPCR Kit (Applied Biosystems, Foster City, CA, USA).

### Western blot analysis

Cell lysates were prepared using RIPA buffer containing a protease inhibitor cocktail. The concentration of protein was determined using a BCA Protein Assay Kit (Thermo Fisher Scientific Inc., Rockford, IL, USA) 40, 41. Proteins were resolved using SDS-PAGE and transferred to Immobilon^®^ polyvinylidene difluoride (PVDF) membranes. The blots were blocked at room temperature using 3% BSA for 1 h prior to incubation with primary antibodies (1:3,000) for an additional 1 h. After undergoing three washes in TBST buffer, the blots were incubated with secondary antibodies. The bands were visualized using ImageQuant™ LAS 4000 (GE Healthcare, Little Chalfont, UK) 42, 43.

### Oxygen consumption rate

The oxygen consumption rate (OCR) was determined using a Seahorse XFe24 extracellular flux analyzer (Agilent Technologies) in accordance with a protocol outlined by the manufacturer. After culturing cells (1.5 x 10^4^) in 24-well plates for 24 h, the culture medium was replenished with phenol red and bicarbonate-free DMEM. The cells were then incubated at 37°C in a non-CO_2_ incubator to equilibrate the CO_2_ level in the atmosphere. The OCR was measured under baseline conditions as well as treatment conditions involving several metabolic drugs using an XFe24 analyzer. The values were normalized to cell number and analyzed using WAVE software (Agilent Technologies).

### Glutamine levels

After culturing cells (1 × 10^4^/well) in 24-well plates, the concentration of glutamine was determined using a Glutamine Detection Assay Kit (Abcam) in accordance with the manufacturer's guidelines.

### NADPH

Cells were cultured and extracted using NADPH/NADP extraction buffer. The NADPH/NADP ratio was measured using commercial NADP+/NADPH kits (Abcam).

### Reactive oxygen species levels

After culturing cells in a 96-well plate, the levels of reactive oxygen species (ROS) were measured using a ROS assay kit (Abcam) in accordance with the manufacturer's instructions.

### Immunohistochemistry staining

Tumor cell sections were deparaffinized using xylene and rehydrated with ethanol. Immunohisto-chemistry (IHC) staining was performed using a NovoLink Polymer System (Leica Microsystems) in accordance with the manufacturer's protocol. Human SLC1A5, GLS or NrF2 antibodies were added at a dilution of 1:200 and then incubated at 4°C overnight. The sections were counterstained with hematoxylin. IHC results were scored by accounting for the percentage of positive detection and the intensity of the staining in calculations using Image J software 44, 45.

### Statistics

All data are expressed as the mean ± standard deviation (S.D.). Statistical comparisons between two samples were performed using the Student's *t*-test and one-way analysis of variance (ANOVA) with *post hoc* Bonferroni correction for the comparison of multiple groups. A *p*-value of < 0.05 was considered significant.

## Results

### Glutamine metabolism supports cisplatin resistance in human chondrosarcoma by promoting NADPH production and inhibiting ROS accumulation

In a previous study, we established a new line of cisplatin-resistant human chondrosarcoma SW1353 cells that were more resistant to cisplatin treatment (SW1353-R), based on survival rates higher than those of parental SW1353 cells following cisplatin treatment 32. In the current study, we performed RNA sequencing of SW1353 and SW1353-R cells to identify the metabolic processes underlying cisplatin resistance. 

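RNA of parental SW1353 cells, a line from a human chondrosarcoma, and of the cisplatin-resistant SW1353-R line derived from it was sequenced with 1 library per line. By the sample labels, SW1353-R cells were kept in medium with 1 µM cisplatin and parental cells were not, so the resistant line and the presence of the drug go together in this comparison. The authors mapped the reads with HISAT, counted them per gene and deposited normalized values for 19171 human genes. Each value was a whole multiple of the value of 1 read, which was 0.0682 in SW1353 and 0.0635 in SW1353-R, after an offset of 0.001 reads. With a tolerance of 0.01 reads, 100% of the values in both libraries were whole reads, and these summed to 15005795 in SW1353 and 15388929 in SW1353-R. The values are therefore CPM values (reads per 1000000) of a library size adjusted by the authors, 14671790 reads in SW1353 and 15739299 in SW1353-R. Genes with a mean of at least 1 CPM over both libraries were taken as expressed, which left 14417 genes, and the log2 ratio of SW1353-R to SW1353 was computed after adding 0.1 CPM to each value. This ratio understates the difference of genes with low values. Folds of single genes were computed from the reads without that addition, with an exact 95% interval that covers counting error only. Where a library held 0 reads, the fold was computed against a floor of 3 reads in that library. This value can lie above the lower end of the 95% interval. For GOLGA2P11 it was 107-fold lower in SW1353-R, and the interval began at 86.1-fold. With 1 library per line, the differences have no replicate check and no test between the lines was made. When both libraries were drawn 100 times at equal expression with counting noise alone, 41.6 genes on average and 64 at most differed over 2-fold. Gene lists were fixed before the data were examined, and the median log2 ratio of each was ranked among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. This percentile describes these 2 libraries and is no test of the lines. The authors listed the genes of Table S5 from these same 2 libraries. The counts beyond 2-fold and the percentiles of those genes are therefore no independent evidence.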

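Of the 14417 expressed genes, 1076 were over 2-fold higher in SW1353-R cells and 1048 were over 2-fold lower. Among genes with a symbol in a table of gene names and a mean of at least 10 CPM, the highest ratios included DMBT1, a secreted scavenger receptor, at 2.45 CPM in SW1353 and 186 CPM in SW1353-R, or 75.9-fold higher (95% counting interval 54.7 to 109). PLCB1, a phospholipase C, was 39.6-fold higher (25.8 to 64.4), and SLC14A1, a urea transporter, was 119-fold higher (50.7 to 368). ADAMTS14, a procollagen peptidase, had 1 read in SW1353 and 478 in SW1353-R, and RYR2, a calcium release channel, had 2 reads and 505 reads. ENPP3, TRBC2, ZNF141, IGFN1 and CCNB3 completed the 10 highest. At the other end, DLC1, a GTPase-activating protein on chromosome 8 of GRCh38 from 13083361 to 13604610, had 972 reads in SW1353 and 0 in SW1353-R, at least 348-fold lower. GJA1, which encodes the gap junction protein connexin 43, was 24.9-fold lower (19.1 to 33.0), from 91.7 CPM in SW1353 to 3.69 CPM in SW1353-R. The transcription factor MEF2C was 22.4-fold lower (13.6 to 39.6) and the gelatinase MMP9 was 19.4-fold lower (12.8 to 31.0). The 10 lowest of the genes with such a symbol also held JDP2, FUT1, FLG, ADGRG6 and the pseudogenes GOLGA2P11 and UBBP4, whose reads can be shared with near-identical copies. The 75 cytosolic ribosomal protein genes and the 13 mitochondrially encoded mRNAs held no member over 2-fold apart. Of the genes with a mean of at least 10 CPM, 325 were over 2-fold higher and 474 over 2-fold lower. In the authors' deposited table, computed from the same 2 libraries, 445 genes had p under 0.05 and a log2 fold change above 1, and 508 had p under 0.05 and a log2 fold change below -1.

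**Figure D1:**
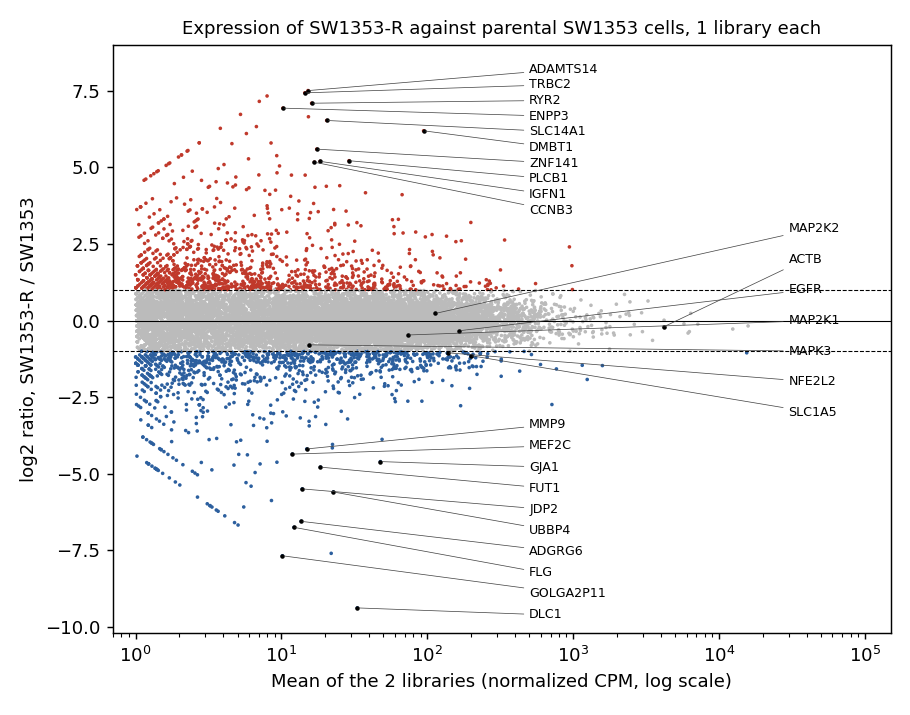
Log2 ratio of SW1353-R to SW1353 for each expressed gene (vertical axis) against its mean over both libraries in CPM (horizontal axis, log scale), with 1 point per gene and 1 library per line. Dashed lines mark a 2-fold difference, red points the 1076 genes above it and blue points the 1048 genes below it, and black points the named genes.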

Heat map analysis of metabolic processes of cisplatin-resistant SW1353-R cells revealed genetic deviations from parental SW1353 cells (Fig. 1A). 

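The 10 metabolic pathways of Fig. 1B were examined through lists of their genes. Alanine, aspartate and glutamate metabolism held 5 members over 2-fold higher in SW1353-R and 3 over 2-fold lower among 24 expressed. CPS1, which makes carbamoyl phosphate, was at 2.45 CPM in SW1353 and 29.2 CPM in SW1353-R, and the succinic semialdehyde dehydrogenase ALDH5A1 had 1 read and 143 reads. ASS1, the argininosuccinate synthase, was lower, with 33 reads in SW1353 and 3 in SW1353-R. Riboflavin metabolism held 2 members higher and 1 lower among 8. Selenocompound metabolism held none higher and 3 lower among 16, led by the sulfate-activating enzyme PAPSS2, which was 16.9-fold lower (95% counting interval 9.88 to 31.5). Cysteine and methionine metabolism held 2 higher and 3 lower among 38, and pyrimidine metabolism also held 2 higher and 3 lower, among 42. Inositol phosphate metabolism held 5 higher and 5 lower among 60, purine metabolism 6 higher and 5 lower among 60, and carbon metabolism 4 higher and 5 lower among 86. The medians of these 8 lists lay between -0.22 and 0.06 on the log2 scale and between the percentiles 10.6 and 89.7 of random lists.

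**Figure D2:**
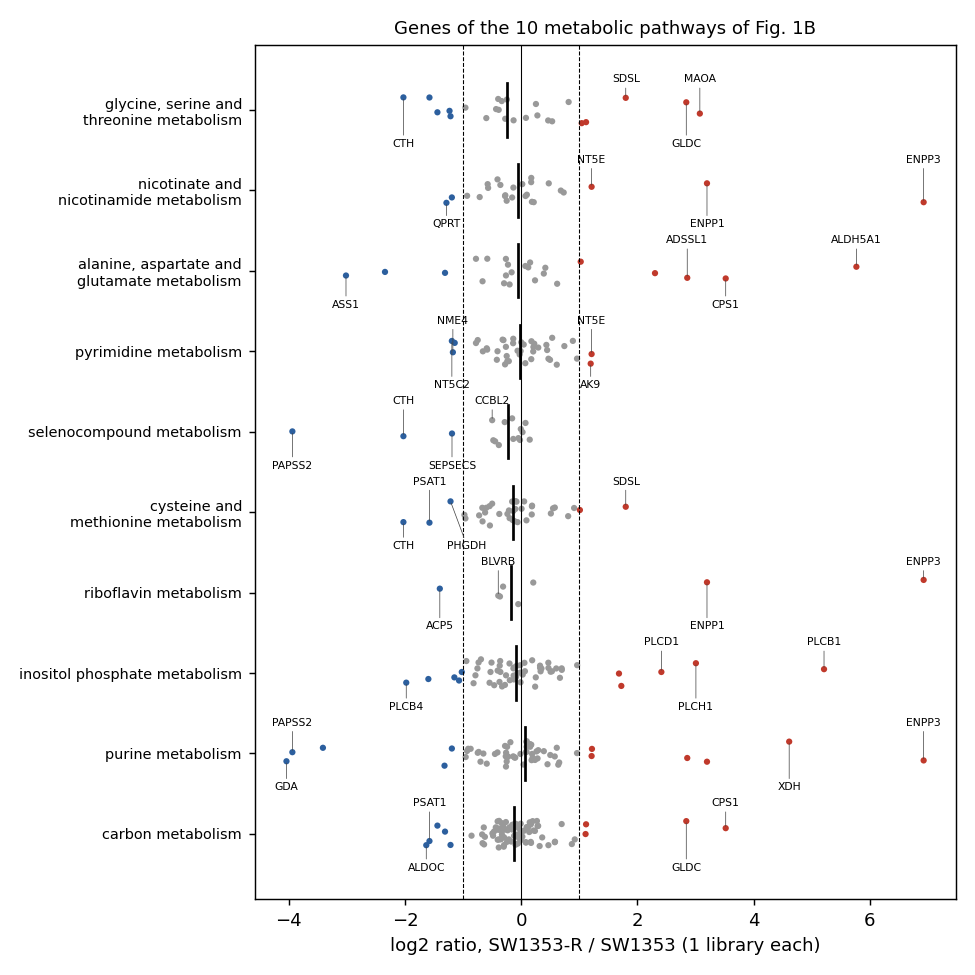
Log2 ratio of SW1353-R to SW1353 (horizontal axis) for the expressed members of each pathway (rows), with 1 point per gene and a black bar at the median. Red and blue points lie beyond the dashed lines at 2-fold, the 4 members farthest from 0 are named, and the vertical scatter within a row only separates the points.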

The metabolic mechanism associated with cisplatin resistance was identified by analyzing the top 10 metabolic mechanisms (Fig. 1B). 

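Glycine, serine and threonine metabolism held 10 of 25 expressed members over 2-fold apart, 5 higher in SW1353-R and 5 lower, or 40.0% against 14.7% of all expressed genes. The lower members included enzymes of serine synthesis. PHGDH, its first step, was at 229 CPM in SW1353 and 98.4 CPM in SW1353-R, or 2.32-fold lower (95% counting interval 2.19 to 2.47), and the transaminase PSAT1 was 2.99-fold lower (2.90 to 3.08), from 1151 CPM to 385 CPM. CTH, which forms cysteine from cystathionine, was 4.09-fold lower (3.65 to 4.58). The higher members had lower levels, among them the monoamine oxidase MAOA at 0.409 CPM in SW1353 and 4.19 CPM in SW1353-R and the glycine decarboxylase GLDC at 0.613 CPM and 5.02 CPM. The median log2 ratio of the list was -0.24, at the percentile 5.43 of random lists, and was 0.25 over the 19 members that do not also stand in a list of genes of the amino acid response, an alternative chosen after the data were seen. Nicotinate and nicotinamide metabolism held 3 members higher and 2 lower among 26 expressed. The ectonucleotidase ENPP1 was at 39.0 CPM in SW1353 and 359 CPM in SW1353-R, or 9.21-fold higher (8.45 to 10.0), and NT5E, which releases adenosine from AMP, was 2.32-fold higher (2.21 to 2.43). QPRT, an enzyme of NAD synthesis from tryptophan, was 2.44-fold lower (2.18 to 2.75). The median of this list lay at the percentile 45.8. The paper ranked pathways by normalized enrichment scores and went on from the leading entries to test glucose and glutamine in the culture medium (Fig. 1C).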

The top two were 1) glycine, serine, and threonine metabolism and 2) nicotinate and nicotinamide metabolism, both of which involve glucose and glutamine metabolism (Fig. 1B). Thus, we sought to determine whether glucose or glutamine metabolism are involved in cisplatin resistance. In colony formation assays, cisplatin was shown to promote chondrosarcoma cell death when cultured in medium without glucose and glutamine (Fig. 1C). Culturing with glutamine but not glucose was shown to antagonize cisplatin-induced cell death (Fig. 1C). Seahorse XF technology was used to elucidate the real-time state of mitochondrial OCR. The OCR was significantly higher in cisplatin-resistant SW1353-R cells than in normal SW1353 cells (Fig. 1D-F), indicating higher energy synthesis. Tumor progression depends largely on glutamine-dependent NADPH production and ROS homeostasis 46. In the current study, the NADPH/NADP+ ratio was far higher in cisplatin-resistant SW1353-R cells than in their normal counterparts, while ROS accumulation was far lower (Fig. 1G and H). Thus, it appears that glutamine metabolism facilitates cisplatin resistance in human chondrosarcoma cells by promoting NADPH production and preventing the accumulation of ROS.

### AR promotes glutamine metabolism and supports human chondrosarcoma resistance to cisplatin

Previous research has indicated that AR promotes cisplatin chemoresistance in human chondrosarcoma 32. In the current study, we knocked down AR expression in cisplatin-resistant chondrosarcoma cells (SW1353-R-AR shRNA cells) to determine whether AR controls glutamine metabolism. AR knockdown was shown to reverse cisplatin resistance, OCR levels, the NADPH/NADP+ ratio, and ROS accumulation (Fig. 2). Exogenous AR was shown to promote cisplatin resistance in medium containing glutamine but not glucose (Fig. 3A&B). NADPH oxidase inhibitors (GSK2795039 and diphenyleneiodonium chloride (DPI)) reversed cisplatin-induced cell death in SW1353, JJ012 and SW1353-R-AR shRNA cells (Fig. 3C&D). These results indicate that in human chondrosarcoma, AR enhances glutamine metabolism and resistance to cisplatin by increasing NADPH production and inhibiting ROS accumulation.

### SLC1A5 and GLS control AR-promoted glutamine metabolism and cisplatin chemoresistance

Glutamine is transported into cells via transporter proteins (e.g., SLC1A5) for biosynthesis into glutamate by GLS 47. The SW1353-R cells presented elevated SLC1A5 and GLS expression levels as well as elevated glutamine concentrations than SW1353 and SW1353-R-AR shRNA cells (Fig. 4A-C). Knocking down SLC1A5 expression in SW1353-R cells using SLC1A5 shRNA was shown to reduce SLC1A5 and GLS expression levels (Fig. 4D). SLC1A5 inhibition also rescued cisplatin chemoresistance, OCR levels, the NADPH/NADP+ ratio, ROS accumulation, and glutamine concentrations (Fig. 4E-I). Treatment with glutaminase inhibitor (CB-839) and glutamine transporter inhibitor (V-9302) antagonized cisplatin-induced cell death in SW1353, JJ012 and SW1353-R-AR shRNA cells (Fig. 4J&K). This means that SLC1A5 and GLS mediated the effects of AR on glutamine metabolism and resistance to cisplatin.

### MEK, ERK, and NrF2 pathways regulate SLC1A5 and GLS expression as well as glutamine metabolism

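Genes of growth factor signaling differed in both directions between the lines. In a list of ligands and receptors of the EGFR family with shedding proteases and inhibitors, 1 was over 2-fold higher in SW1353-R and 2 were over 2-fold lower among 11 expressed. TGFA, a ligand of EGFR, was at 7.29 CPM in SW1353 and 127 CPM in SW1353-R, or 17.4-fold higher (95% counting interval 14.3 to 21.4). HBEGF, another EGFR ligand, was 4.44-fold lower (3.91 to 5.06), and NRG1, a ligand of ERBB3 and ERBB4, was 40.6-fold lower (17.1 to 126). EGFR itself was 1.26-fold lower (1.19 to 1.33). Of 19 expressed target genes of TGF-β, 2 were higher and 2 were lower, with the latent TGF-β binding protein LTBP2 4.93-fold higher (4.24 to 5.74) and CTGF 4.05-fold lower (3.72 to 4.42). Of 12 expressed BMP target genes, 2 were higher, ID1 and SMAD6, and 2 were lower, among them the Notch and BMP target HEY1 at 5.34-fold lower (4.52 to 6.33). The median log2 ratio was 0.01 for the TGF-β targets, at the percentile 65.0 of random lists, and -0.49 for the BMP targets, at the percentile 1.66, which became 4.04 with a pseudocount of 0.5 CPM and 22.2 over the 6 genes with a minimum of 10 CPM.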

RNA sequencing was used to identify potential signaling pathways involved in cisplatin resistance (Fig. 5A). 

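Table S5 lists genes of the TGF-β and MAPK signaling pathways, with MAP2K1, MAP2K2, MYC and TGFB2 among the genes in both. MAP2K1, which encodes MEK1, was 1.39-fold lower in SW1353-R (95% counting interval 1.27 to 1.51), and MAP2K2, which encodes MEK2, was 1.17-fold higher (1.10 to 1.26). MYC was 2.27-fold lower (2.06 to 2.51) and TGFB2, a TGF-β ligand, was 2.96-fold lower (2.68 to 3.26). Of the 19 expressed genes in the TGF-β column, 5 were over 2-fold higher in SW1353-R and 11 over 2-fold lower, while MAP2K1 and MAP2K2 were within 2-fold. BMP5 had 1 read in SW1353 and 66 in SW1353-R, and GDF6, another BMP family ligand, had 71 reads and 1 read. Of the 40 expressed genes in the MAPK columns, 18 were higher and 19 were lower, with MAP2K1 and MAP2K2 again within 2-fold. The authors listed the genes of all these columns from the same libraries, so the counts beyond 2-fold are no independent evidence. The nerve growth factor receptor NGFR had 0 reads in SW1353 and 251 in SW1353-R, or 78.0-fold higher against the floor of 3 reads. The ribosomal S6 kinase RPS6KA6 had 48 reads in SW1353 and 1 in SW1353-R. In the authors' deposited table, from 1 library per line, the log2 fold change was -0.472 for MAP2K1 and 0.230 for MAP2K2. Neither was beyond the paper's limit of 1 in either direction.

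**Figure D3:**
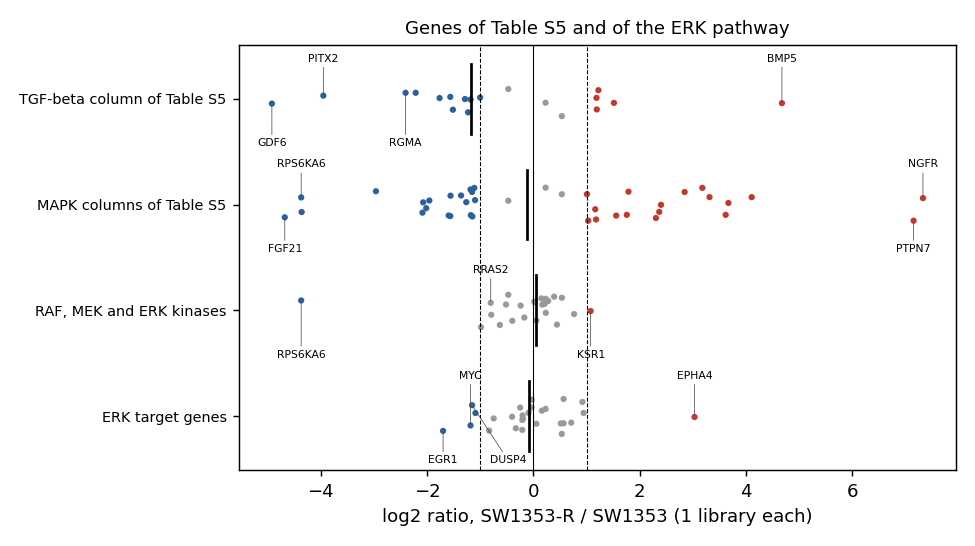
Log2 ratio of SW1353-R to SW1353 (horizontal axis) for the expressed genes of the TGF-β and MAPK columns of Table S5, of RAF, MEK and ERK kinases and of ERK target genes (rows), with 1 point per gene and a black bar at the median. The 2 upper rows have 3 grey points each within the dashed 2-fold lines, while most kinases lie within them.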

We determined that the MEK and ERK pathway was associated with the top two signaling pathways, i.e., TGF-β and MAPK (Fig. 5B; Supplementary Tables S5). MEK and ERK are signaling cascades regulated the cancer chemoresistance 48. SW1353-R cells exhibited elevated p-MEK, p-ERK, and NrF2 (an antioxidant transcriptional factor) expression levels (Fig. 5C). Note that AR knockdown antagonized these effects (Fig. 5C). Treating cells with MEK or ERK inhibitors (PD98059 or U0126) or siRNAs was shown to reverse cisplatin-mediated NrF2, SLC1A5, and GLS expression, the NADPH/NADP+ ratio, ROS accumulation, and glutamine concentrations (Fig. 5D-H).

In addition, the mRNA expression of NrF2 is upregulated in cisplatin-resistant SW1353-R cells (Supplementary Fig. S1). Knockdown AR reduced the NrF2 expression (Supplementary Fig. S1). The AR regulated the mRNA expression of NrF2 in cisplatin chemoresistant can't be ruled out. These results indicate that MEK, ERK, and NrF2 signaling cascades control SLC1A5 and GLS expression as well as glutamine metabolism in cisplatin-resistant chondrosarcoma.

### AR inhibition reduced NrF2, SLC1A5, and GLS expression *in vivo*

We previously determined that AR knockdown inhibits cisplatin drug resistance *in vivo* 32. In experiments based on IHC staining, NrF2, SLC1A5, and GLS expression levels were significantly lower in the SW1353-R-AR shRNA group than in the SW1353-R group (Fig. 6), providing further evidence that AR inhibition reduces cisplatin drug resistance and glutamine metabolism *in vivo*.

## Discussion

Chondrosarcoma patients are susceptible to lung metastasis, tumor recurrence, and treatment resistance 49. The identification of reliable biomarkers and targetable molecules should make it easier to track the course of the disease and formulate a meaningful treatment plan far earlier than is currently possible 50. AR is strongly associated with oncogenesis, and in many types of cancer (e.g., breast, glioma, and lung), elevated AR expression levels are associated with a worse prognosis 51-53. In previous research, we reported that AR increases resistance to chemotherapeutic drugs, including cisplatin and doxorubicin 32, 54. In the current study on human chondrosarcoma, we determined that AR enhances glutamine metabolism and facilitates resistance to cisplatin by increasing NADPH production and inhibiting ROS accumulation. In cisplatin-resistant chondrosarcoma, the MEK, ERK, and NrF2 signaling pathways regulate AR-mediated SLC1A5 and GLS expression as well as glutamine metabolism.

A high demand for energy and raw materials alters the way that cancer cells use energy and nutrients in the biosynthesis of complex molecules for growth and proliferation (i.e., the Warburg effect) 55. Cancer cells in an oxygen-rich environment exhibit elevated glucose uptake and glycolytic activity, which is accompanied by a reduction in the contribution of glucose carbon to the TCA cycle in mitochondria 56. Some cancer cell lines (e.g., in the lung, pancreas, breast, and glioblastoma) are highly dependent on glutamine, a non-essential amino acid produced from glucose 57. 

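In the 2 RNA libraries, genes of glutamine uptake and use were lower in SW1353-R more often than higher, with 8 members over 2-fold lower and 2 over 2-fold higher among 28 expressed. ASNS, which makes asparagine with nitrogen from glutamine, was 5.12-fold lower (95% counting interval 4.22 to 6.26), and SLC7A11, the cystine and glutamate exchanger, was 3.53-fold lower (3.36 to 3.70), from 500.5 CPM in SW1353 to 142 CPM in SW1353-R. GFPT2, which uses glutamine for hexosamine synthesis, and the amino acid transporter SLC7A8 were the members higher, at 2.41 CPM and 2.22 CPM in SW1353-R. The median log2 ratio was -0.30, at the percentile 0.98 of random lists. Of the alternatives set in advance, a minimum of 10 CPM gave -0.64 at the percentile 0 over 24 genes. Scaling to equal totals gave -0.24 at the percentile 0.98. A scaling shifts the random lists nearly as much as the list, so this percentile is no check on the scaling. For the 23 members outside the list of the amino acid response, the percentile was 4.37, inside the central range. That alternative was chosen after the data were seen. GLUL, the glutamine synthetase, was 1.31-fold higher in SW1353-R (1.18 to 1.46), and the glutamate dehydrogenase GLUD1 was 1.23-fold lower (1.17 to 1.29). Genes of glucose uptake and glycolysis held 4 members higher and 2 lower among 32, with a median of -0.04 at the percentile 43.1 that was 0.0229 with the libraries scaled to equal totals. The pyruvate dehydrogenase kinase PDK3 was 2.94-fold higher (2.73 to 3.18), the aldolase ALDOC was 3.12-fold lower (2.68 to 3.64), and the glucose transporter SLC2A12 was at 0.341 CPM in SW1353 and 5.40 CPM in SW1353-R. The tricarboxylic acid cycle held 1 lower member among 30, the mitochondrial PCK2, and none higher. Genes of NADPH production held 2 lower members among 22, ALDH1L2 and MTHFD2 of mitochondrial folate metabolism, and none higher.

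**Figure D4:**
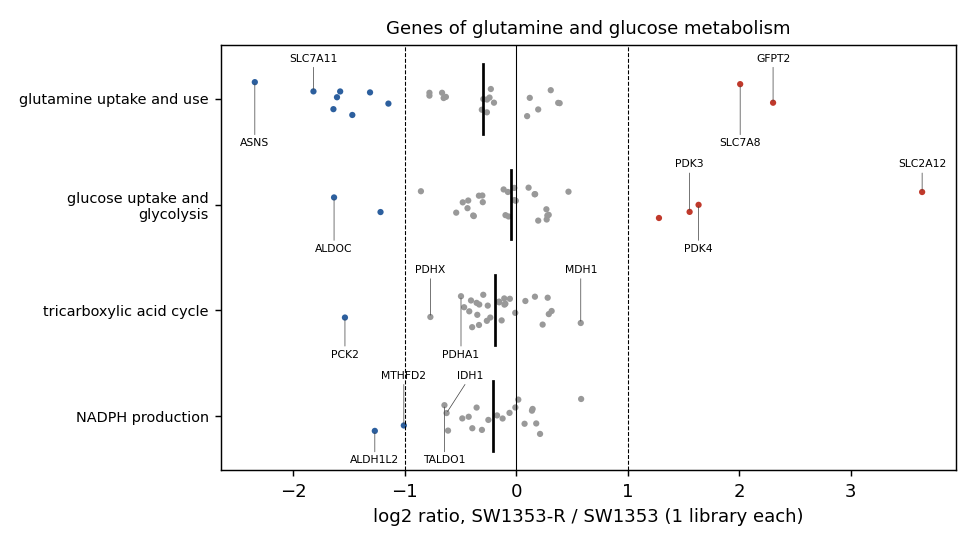
Log2 ratio of SW1353-R to SW1353 (horizontal axis) for the expressed genes of glutamine use, glycolysis, the tricarboxylic acid cycle and NADPH production (rows), with 1 point per gene and a black bar at the median. Points beyond the dashed 2-fold lines are red or blue, and the row of glutamine uptake and use has 8 blue and 2 red points.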

In the current study, RNA sequencing identified glucose and glutamine metabolism as the two most important metabolic processes in cisplatin-resistant chondrosarcoma cells. It is interesting to note that culturing cells in medium that contained glutamine but not glucose prevented cisplatin-induced cell death. Exogenous AR was also shown to facilitate cisplatin resistance in medium containing glutamine but not glucose. Our results also demonstrated that glutamine supplement can help AR to upregulate ABCB1 expression (Supplementary Fig. S2). Therefore, we can't rule out the role of ABCB1 in AR enhanced glutamine metabolism and cisplatin resistance. To the best of our knowledge, this is the first study to provide evidence that glutamine metabolism is more important than glucose metabolism in the resistance of chondrosarcoma to cisplatin.

The ten-fold increase in glutamine uptake observed in glutamine-dependent cells suggests that the function of glutamine is not limited to that of a nitrogen donor for the production of nucleotides and amino acids 58. Other research groups have established that mitochondrial metabolism relies heavily on glutamine as a primary substrate crucial to maintaining membrane potential and integrity while facilitating the synthesis of NADPH required for redox regulation 59. Our results found that glutamine metabolism supports cisplatin resistance in human chondrosarcoma cells by promoting NADPH production and preventing the accumulation of ROS. AR was shown to facilitate glutamine-dependent cisplatin resistance in chondrosarcoma, whereas NADPH oxidase inhibitors were shown to antagonize cisplatin-induced cell death in SW1353, JJ012 and SW1353-R-AR shRNA cells. This means that AR promotes glutamine metabolism and cisplatin resistance by enhancing the production of NADPH and reducing ROS accumulation.

SLC1A5 is a glutamine transporter crucial to the functioning of cancer cells 20. Research into several forms of human cancer (e.g., breast, prostate, and lung cancer) has shown that inhibiting the expression of SLC1A5 can reduce glutamine uptake and thereby halt cell proliferation 60. In other tumor cell lines, the knockdown or pharmacological inhibition of SLC1A5 has been shown to cause cell apoptosis, making it an ideal therapeutic target 21. In the current study, we observed elevated SLC1A5 expression levels in cisplatin-resistant chondrosarcoma cells. The genetic inhibition of SLC1A5 was shown to rescue cisplatin chemoresistance, OCR levels, the NADPH/NADP+ ratio, ROS accumulation, and glutamine concentration levels. The pharmacological inhibition of SLC1A5 or GLS was shown to antagonize cisplatin-induced cell death in parental chondrosarcoma and SW1353-R-AR shRNA cells. The fact that AR inhibition reduced SLC1A5 and GLS expression *in vivo* means that AR-promoted glutamine metabolism and resistance to cisplatin are mediated by SLC1A5 and GLS. Glutamine is a precursor of glutathione (GSH), which mediates the redox homeostasis to defend cancer cells from oxidative stress 61. Here we demonstrated the roles of SLC1A5, GLS and ROS in cisplatin chemoresistance. However, we didn't examine the effects of GSH. Whether GSH also involved the cisplatin resistance in chondrosarcoma are needs further examination.

MEK and ERK are signaling pathways commonly encountered in cancer chemoresistance 48. 

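Of 24 expressed genes of the cascade of RAF, MEK and ERK and its scaffolds, 22 were within 2-fold between the lines. The ribosomal S6 kinase RPS6KA6 was lower, with 48 reads in SW1353 and 1 in SW1353-R. The scaffold KSR1 was at 8.86 CPM in SW1353 and 18.8 CPM in SW1353-R, or 2.12-fold higher (95% counting interval 1.72 to 2.63), and MAPK3, which encodes ERK1, was 1.74-fold lower (1.44 to 2.11). The median log2 ratio was 0.04, at the percentile 75.5 of random lists. Of 27 expressed genes known to respond to ERK, 1 was over 2-fold higher and 4 were over 2-fold lower. The ephrin receptor EPHA4 was 8.32-fold higher (6.48 to 10.8), the immediate early gene EGR1 was 3.27-fold lower (2.65 to 4.07), and the ERK phosphatase DUSP4 was 2.23-fold lower (1.95 to 2.54). The median of the ERK target genes was -0.09, at the percentile 34.8. RNA levels do not measure phosphorylation of the kinases.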

RNA sequencing in the current study revealed that the MEK and ERK pathways play key roles in the resistance of chondrosarcoma to cisplatin. Western blotting analysis revealed that MEK and ERK phosphorylation levels were higher in cisplatin-resistant cells than in their normal counterparts. The genetic or pharmacological inhibition of MEK or ERK was shown to reverse the effects of cisplatin in terms of the NADPH/NADP+ ratio, ROS accumulation, and glutamine concentration. This means that the MEK and ERK signaling pathways regulate SLC1A5 and GLS expression as well as glutamine metabolism in cisplatin-resistant chondrosarcoma. Finally, it should be noted that limitations exist in this study. Our data strongly suggest that AR promotes glutamine metabolism and supports cisplatin resistance in human chondrosarcoma. However, we don't have tissue samples from clinic individuals, the impact of AR, SLC1A5 and GLS on cisplatin-resistant chondrosarcoma needs to be assessed in patients.

In conclusion, this study determined that AR promotes glutamine metabolism and supports cisplatin resistance in human chondrosarcoma by upregulating NADPH production and downregulating ROS accumulation. The MEK, ERK, and NrF2 signaling pathways were shown to control AR-mediated SLC1A5 and GLS expression as well as glutamine metabolism in cisplatin-resistant chondrosarcoma (Fig. 7). The further development of AR, SLC1A5 and GLS inhibitor or antibodies are potential candidates to treat of cisplatin-resistant chondrosarcoma. Taken together, it appears that AR and glutamine metabolism are worth pursuing as therapeutic targets for cisplatin-resistant human chondrosarcoma.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
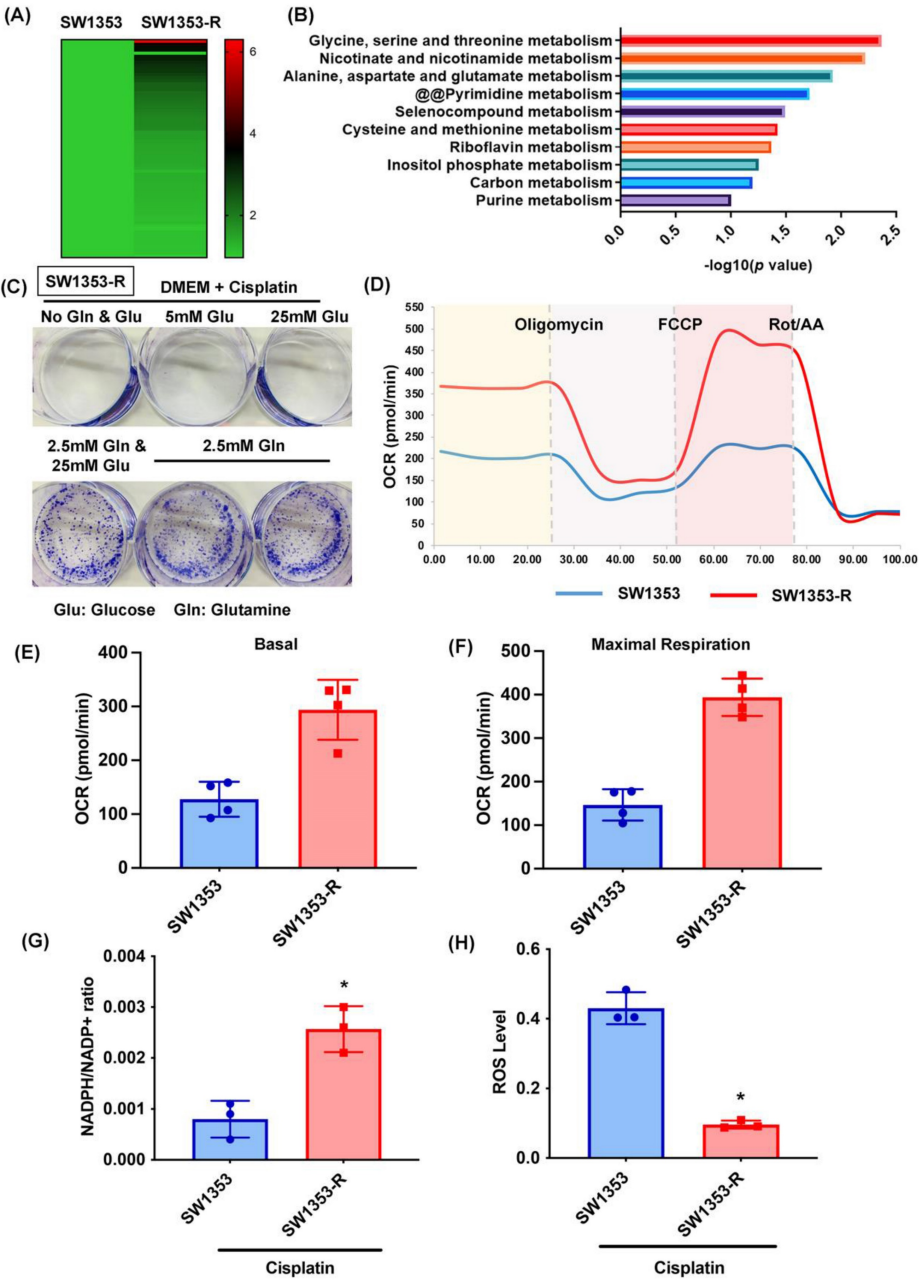
** Glutamine metabolism supports human chondrosarcoma resistance to cisplatin by upregulating NADPH production and suppressing ROS accumulation.** (A) Heat map analysis shows differentially metabolic processes in SW1353 and SW1353-R cells. (B) Functional pathways show the normalized enrichment scores of the top 10 enriched metabolism mechanisms. (C) After culturing in medium with or without glucose and glutamine, SW1353 cells were treated with cisplatin for 14 days; colony formation was then examined. (D-F) Representative trace and mean data of oxygen consumption rate (OCR) from SW1353 and SW1353-R cells. (G-H) NADPH/NADP+ ratio and ROS levels in SW1353 and SW1353-R cells. * *p* < 0.05 compared with SW1353 cells.

**Figure 2:**
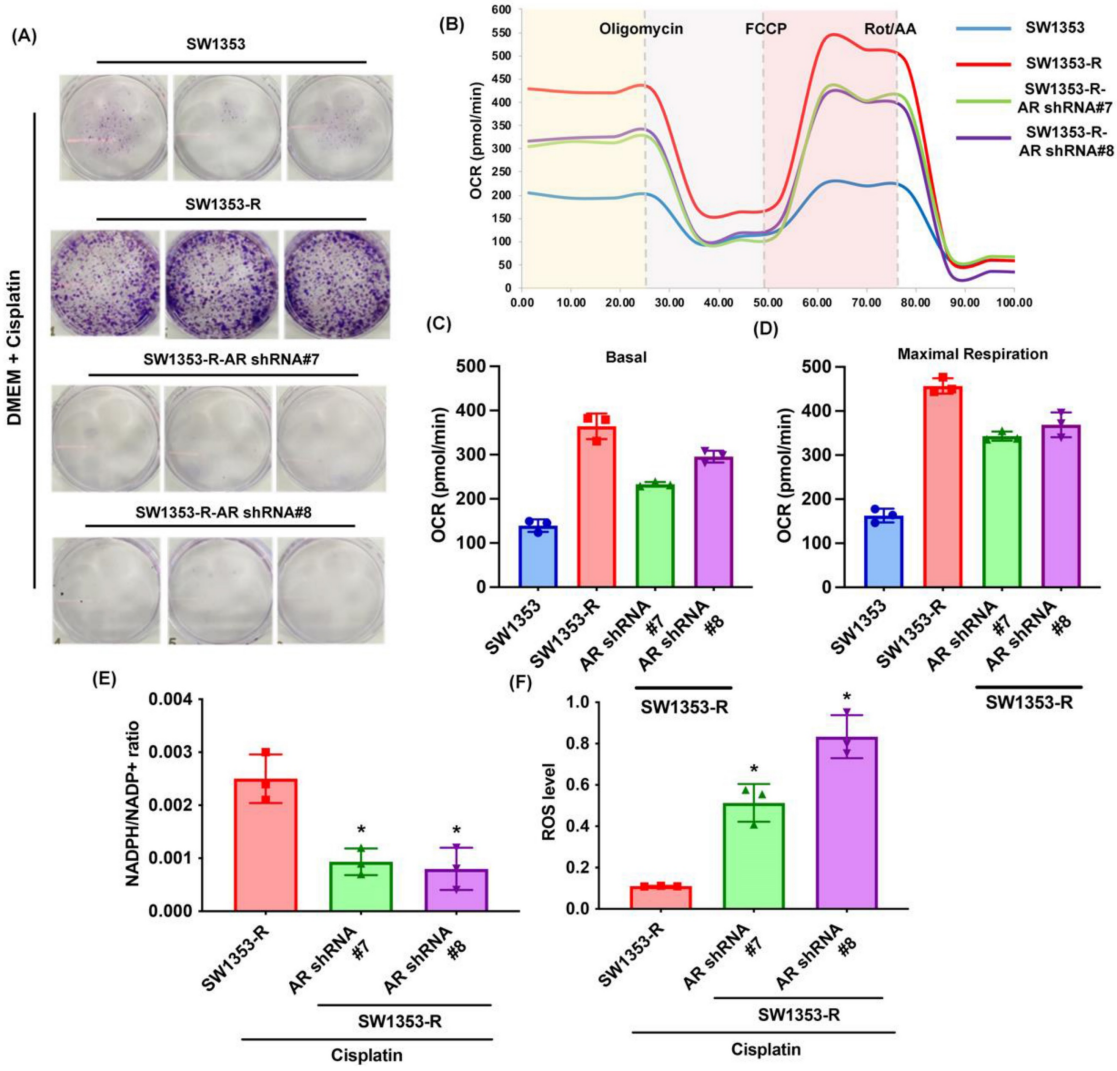
** Inhibition of AR reduces glutamine metabolism and resistance to cisplatin in chondrosarcoma.** (A) Indicated chondrosarcoma cells were treated with cisplatin for 14 days; colony formation was then examined. (B-D) Representative trace and mean data of oxygen consumption rate (OCR) from indicated chondrosarcoma cells. (E-F) NADPH/NADP+ ratio and ROS levels in indicated chondrosarcoma cells. * *p* < 0.05 compared with SW1353-R cells.

**Figure 3:**
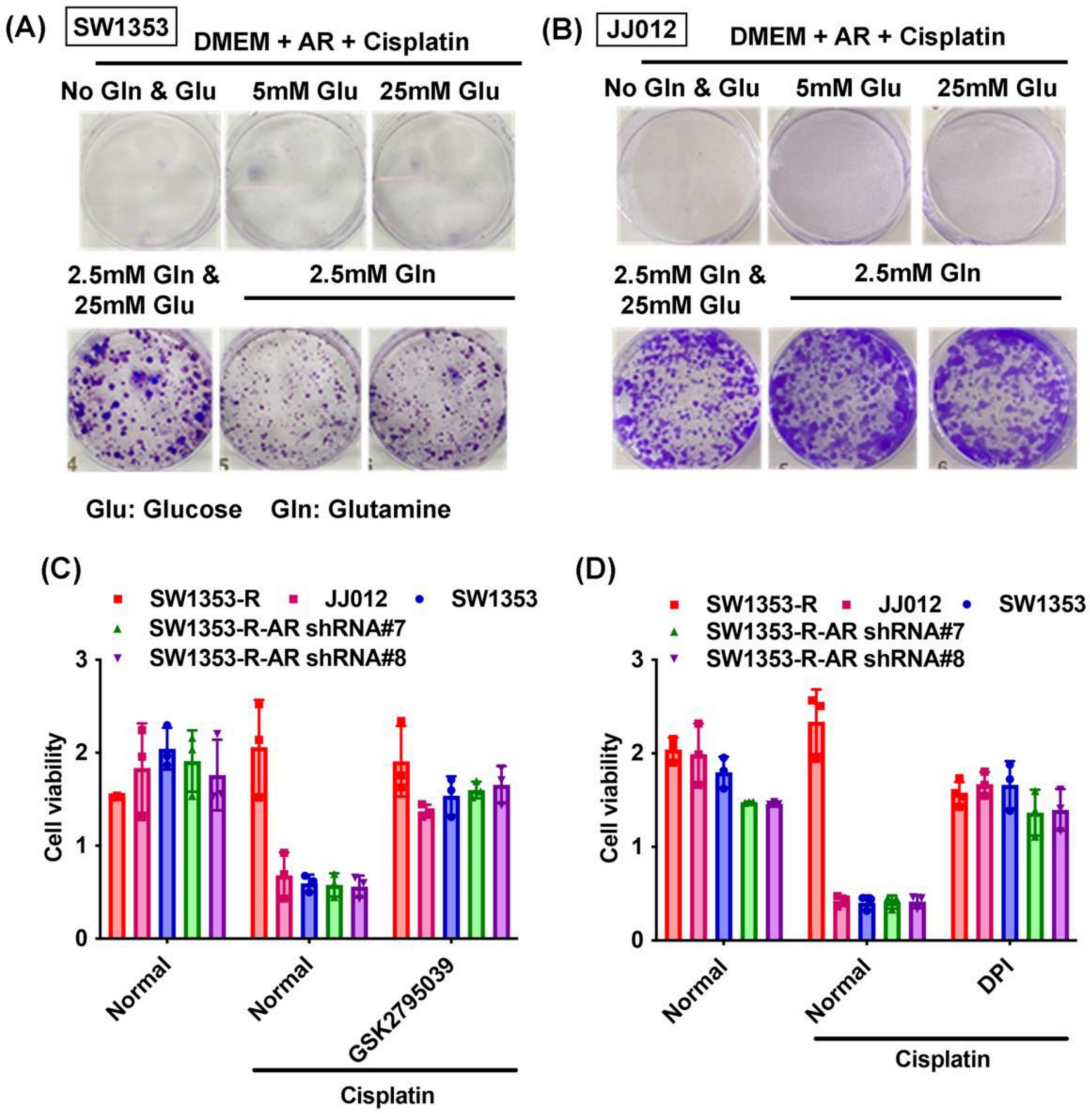
** AR enhances glutamine metabolism and resistance to cisplatin in chondrosarcoma.** (A-B) After culturing in medium with or without glucose or glutamine, chondrosarcoma cells were treated with AR and cisplatin for 14 days; colony formation was then examined. (C-D) Chondrosarcoma cells were treated with GSK2795039 or DPI and then treated with cisplatin; cell viability was examined by MTT assay.

**Figure 4:**
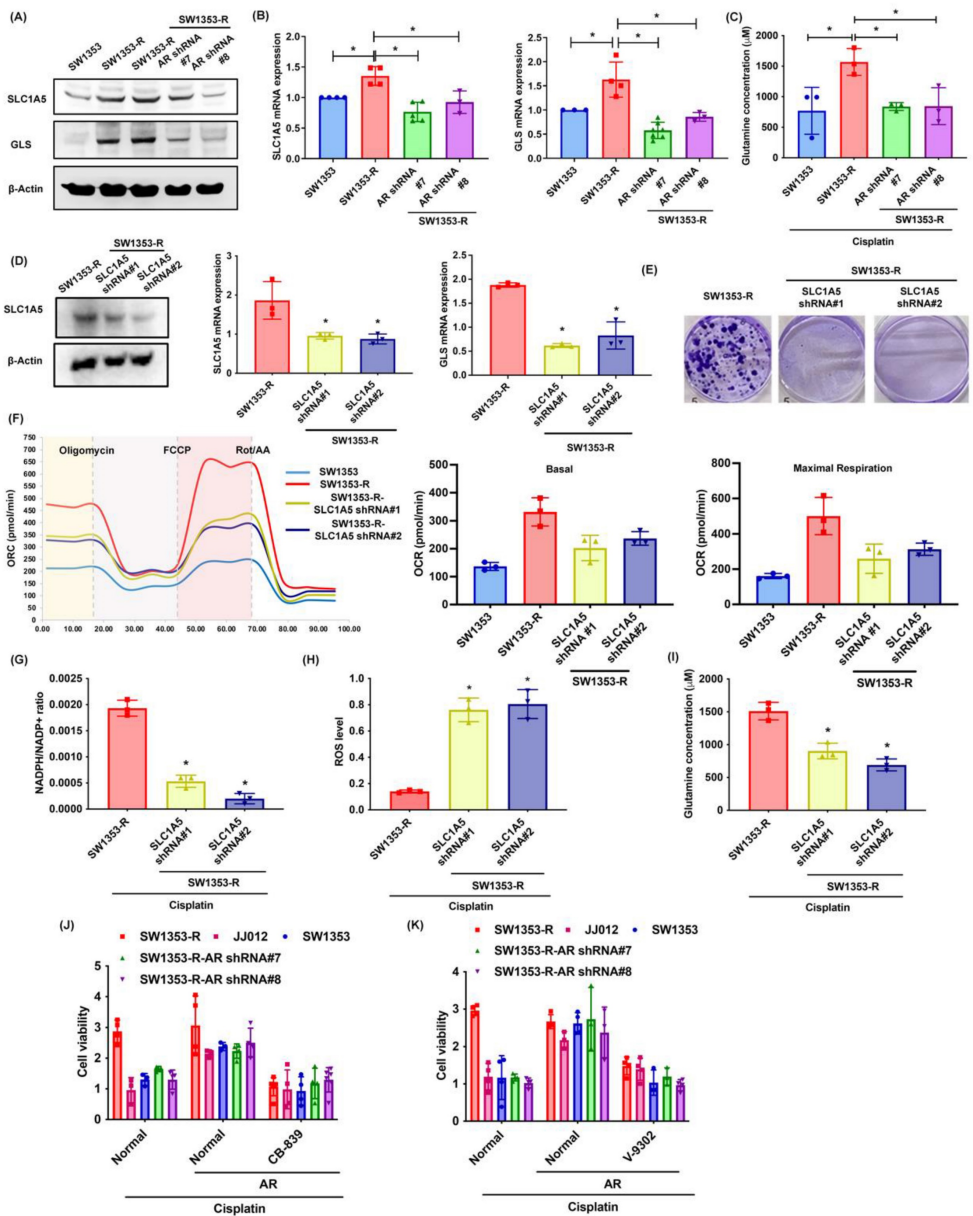
** SLC1A5 and GLS control AR-promoted glutamine metabolism and resistance to cisplatin.** (A-D) SLC1A5 and GLS expression as well as glutamine levels in indicated chondrosarcoma cells were examined. (E) Indicated chondrosarcoma cells were treated with cisplatin for 14 days, and colony formation was then examined. (F) Representative trace and mean data of oxygen consumption rate (OCR) from indicated chondrosarcoma cells. (G-I) Indicated chondrosarcoma cells were treated with cisplatin, and NADPH/NADP+ ratio, ROS levels, and glutamine concentration were then examined. (J-K) Chondrosarcoma cells were treated with CB-839 or V-9302 and then treated with cisplatin; cell viability was examined by MTT assay. * *p* < 0.05 compared with SW1353-R cells.

**Figure 5:**
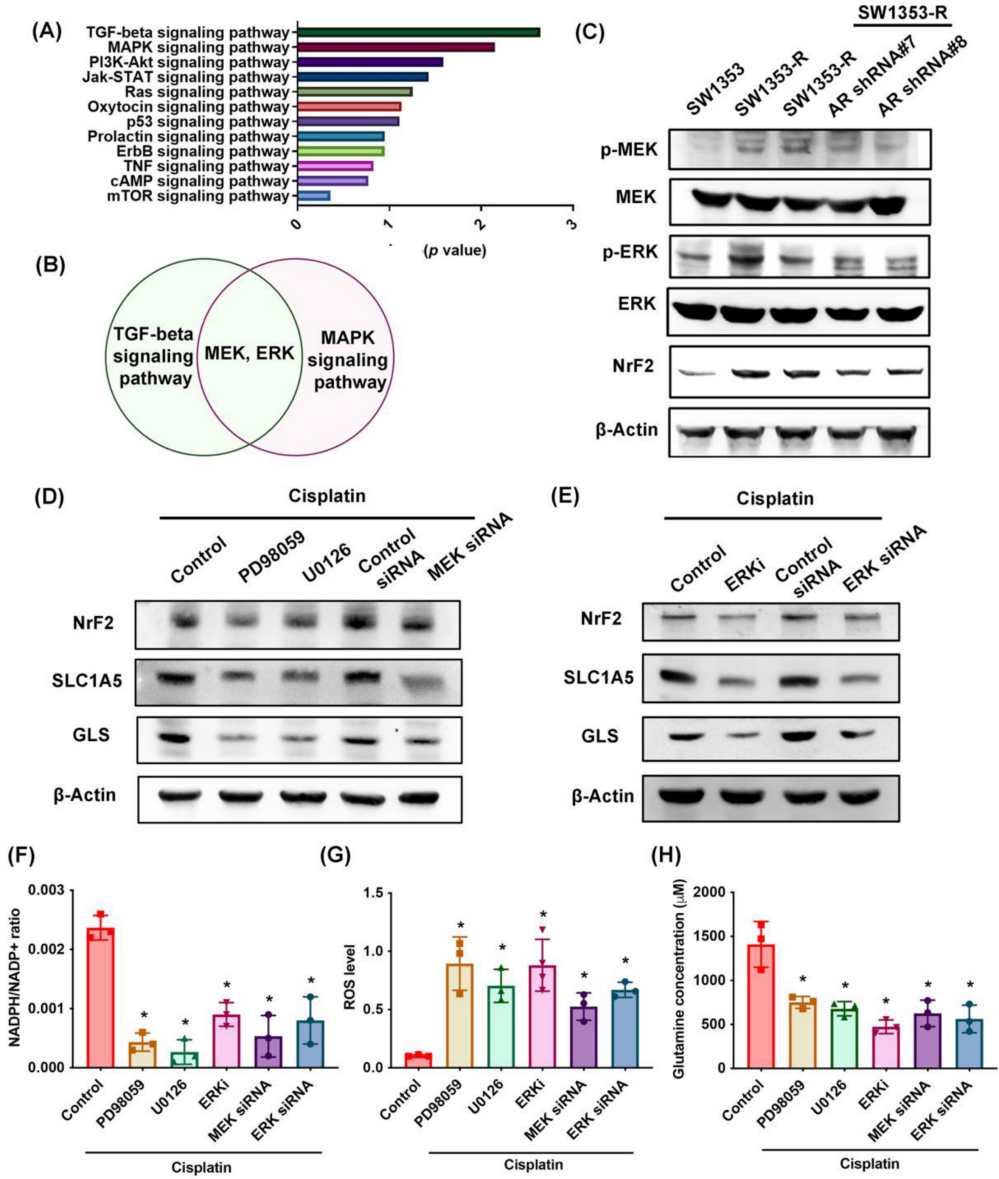
** MEK, ERK, and NrF2 pathways regulate SLC1A5 and GLS expression and glutamine metabolism.** (A) Functional pathways show the normalized enrichment scores of the top 12 enriched signaling pathways. (B) MEK and ERK pathways are involved in the top two: TGF-β and MAPK signaling pathways. (C) p-MEK, p-ERK, and NrF2 expression in indicated chondrosarcoma cells was examined. (D-H) Cells were treated with MEK and ERK inhibitors or siRNAs and then treated with cisplatin; SLC1A5 and GLS expression, NADPH/NADP+ ratio, ROS levels, and glutamine concentration were then examined. * *p* < 0.05 compared with SW1353-R cells.

**Figure 6:**
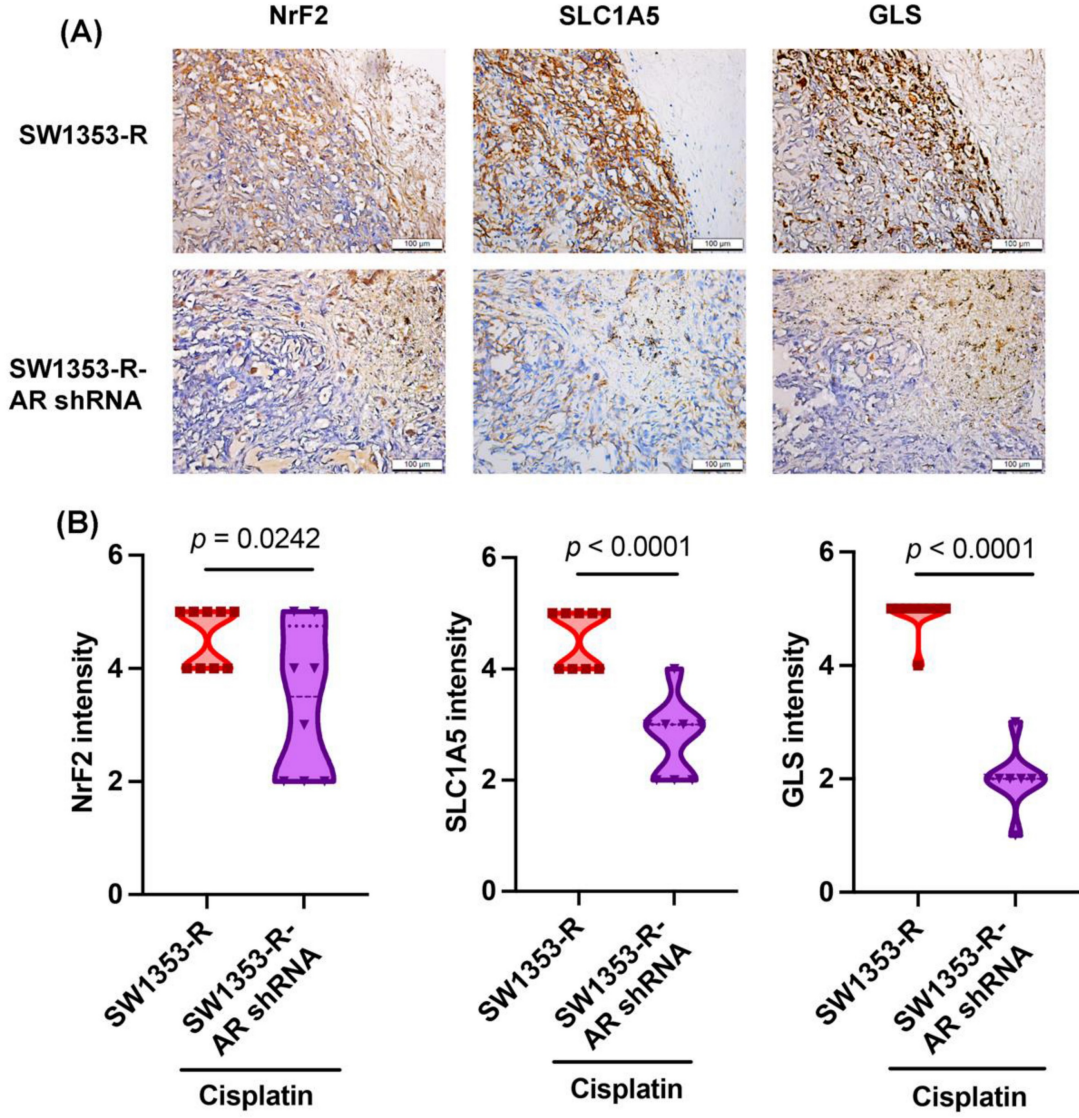
** Inhibiting AR reduces NrF2, SLC1A5, and GLS expression *in vivo*.** IHC staining detected NrF2, SLC1A5, and GLS expression.

**Figure 7:**
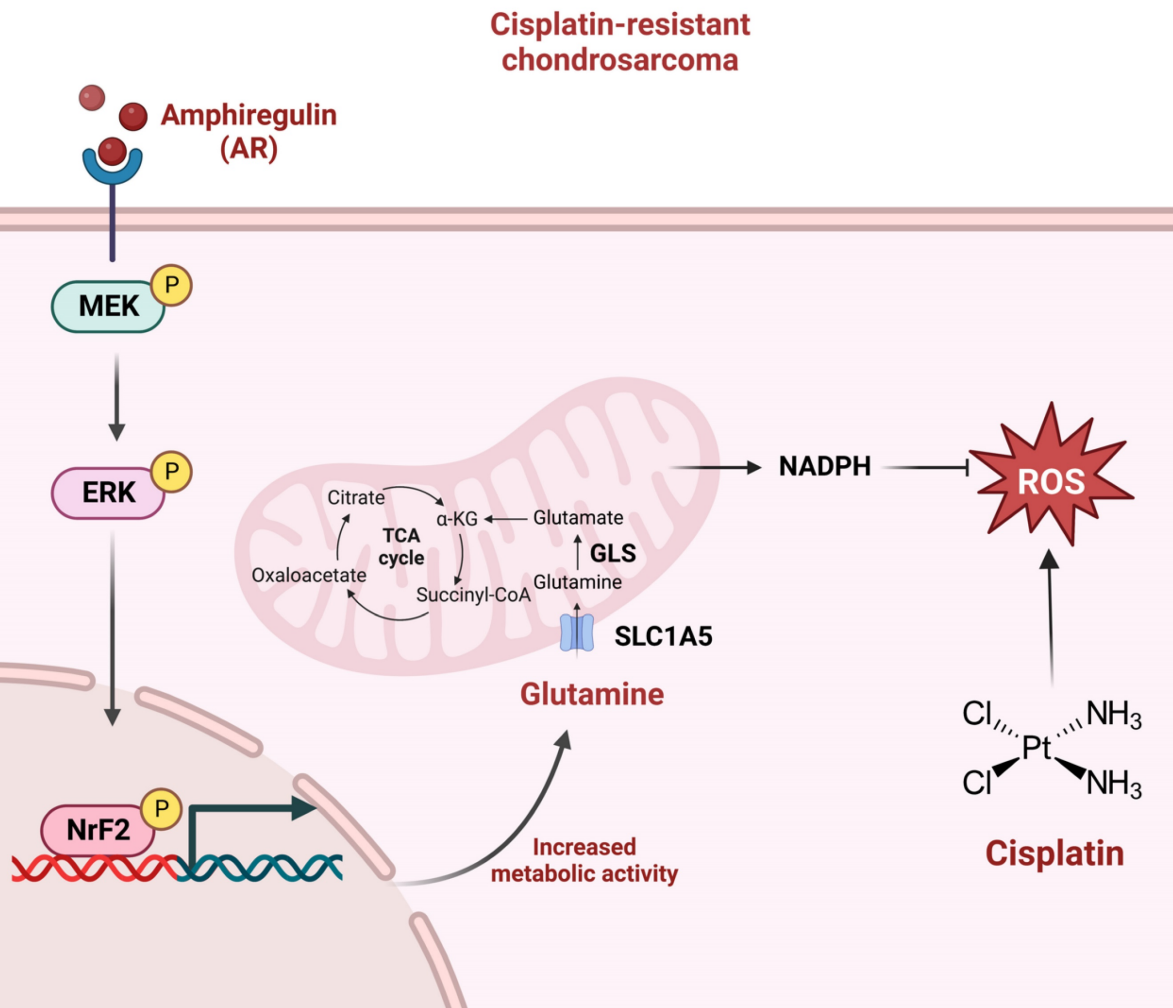
** Schematic presentation of the signaling pathways involved in AR-mediated glutamine metabolism and chemoresistance in human chondrosarcoma cells.** AR promotes glutamine metabolism and supports human chondrosarcoma resistance to cisplatin through upregulating NADPH production and diminishing ROS accumulation. MEK, ERK, and NrF2 signaling pathways control AR-mediated SLC1A5 and GLS expression as well as glutamine metabolism in cisplatin-resistant chondrosarcoma.

# Supplementary material for: Glutamine metabolism controls amphiregulin-facilitated chemoresistance to cisplatin in human chondrosarcoma
**Source:** Int J Biol Sci. 2023 Oct 9;19(16):5174–86. doi: 10.7150/ijbs.86116
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

## Supplementary data

Supplementary Table S1. Pharmacological inhibitors were used in this study.

| Target                       | Name       | Source      | Catalog No. | Concentration |
|------------------------------|------------|-------------|-------------|---------------|
| <b>NADPH oxidase</b>         | GSK2795039 | Selleckchem | HY-18950    | 10 $\mu$ M    |
| <b>NADPH oxidase</b>         | DPI        | Selleckchem | S8639       | 10 $\mu$ M    |
| <b>Glutaminase</b>           | CB-839     | Selleckchem | S7655       | 1 $\mu$ M     |
| <b>Glutamine transporter</b> | V-9302     | Selleckchem | S8818       | 9.6 $\mu$ M   |
| <b>MEK</b>                   | PD98059    | Sigma       | P215-1MG    | 10 $\mu$ M    |
| <b>MEK</b>                   | U0126      | Sigma       | U120-1MG    | 10 $\mu$ M    |
| <b>ERK</b>                   | ERKi       | Santa Cruz  | sc-203945   | 10 $\mu$ M    |

Supplementary Table S2. siRNAs were used in this study.

| Gene       | Species | Source     | Catalog no. |
|------------|---------|------------|-------------|
| <b>MEK</b> | Human   | Ambion     | s11168      |
| <b>ERK</b> | Human   | Santa Cruz | sc-35335    |

Supplementary Table S3. Antibodies were used in this study.

| Protein                         | Dilution ratio | Source         | Catalog no.        |
|---------------------------------|----------------|----------------|--------------------|
| <b>SLC1A5</b>                   | 1:2000         | Cusabio        | CSB-PA620892DSR1HU |
| <b>NRF2</b>                     | 1:500          | Santa Cruz     | sc-722             |
| <b>GLS</b>                      | 1:2000         | Sigma          | HPA036223          |
| <b><math>\beta</math>-Actin</b> | 1:3000         | Sigma          | A5441              |
| <b>MEK</b>                      | 1:500          | Cell signaling | 9122               |
| <b>p-MEK</b>                    | 1:2000         | Cell signaling | 2338               |
| <b>ERK</b>                      | 1:500          | Santa Cruz     | sc-1647            |
| <b>p-ERK</b>                    | 1:500          | Santa Cruz     | sc-7383            |

Supplementary Table S4. Primers were used in this study.

| Gene          | Forward               | Reverse                 |
|---------------|-----------------------|-------------------------|
| <b>SLC1A5</b> | TCATGTGGTACGCCCTGT    | GCGGGCAAAGAGTAAACCCA    |
| <b>GLS</b>    | AGGGTCTGTTACCTAGCTTGC | ACGTTTCGCAATCCTGTAGATTT |
| <b>NrF2</b>   | TTCCCGGTACATCGAGAG    | TCCTGTTGCATACCGTCTAAATC |

Supplementary Table S5. The signaling pathway in TGF-beta and MAPK

| <b>TGF-beta pathway</b> | <b>MAPK pathway</b> |          |
|-------------------------|---------------------|----------|
| ACVR1C                  | RAC3                | NGFR     |
| BMPR1B                  | PDGFRA              | FGF21    |
| FST                     | CACNA2D2            | MAPKAPK3 |
| INHBE                   | DUSP7               | HSPA8    |
| SMAD6                   | MAPT                | TGFB2    |
| BMP4                    | CSF1R               | FAS      |
| MAPK1                   | HSPA1A              | GADD45A  |
| NBL1                    | MYD88               | HSPA2    |
| BAMBI                   | MAP3K1              | PRKACB   |
| SMAD1                   | EGF                 | TGFA     |
| BMP2                    | DUSP4               | NTF3     |
| TGFB2                   | CACNA1A             | FGF2     |
| ID1                     | MAP2K6              | RASGRF1  |
| PITX2                   | MAP2K2              | BDNF     |
| GDF5                    | MAP2K1              | IL1R1    |
| GREM1                   | EFNA2               | RAPGEF2  |
| RGMA                    | MAP3K5              | HSPA1L   |
| MAP2K2                  | CACNB4              | FGFR3    |
| MAP2K1                  | DUSP8               | ANGPT4   |
| MYC                     | CACNA1G             | MYC      |
| GDF6                    | HSPA1B              | GADD45B  |
| E2F5                    | PDGFB               | MAPK13   |
| BMP5                    | CACNA2D4            | PTPN7    |
| RGMB                    | RPS6KA6             | CACNG8   |
| INHBA                   | DDIT3               | MEF2C    |
|                         | MAPK1               | MAPK10   |

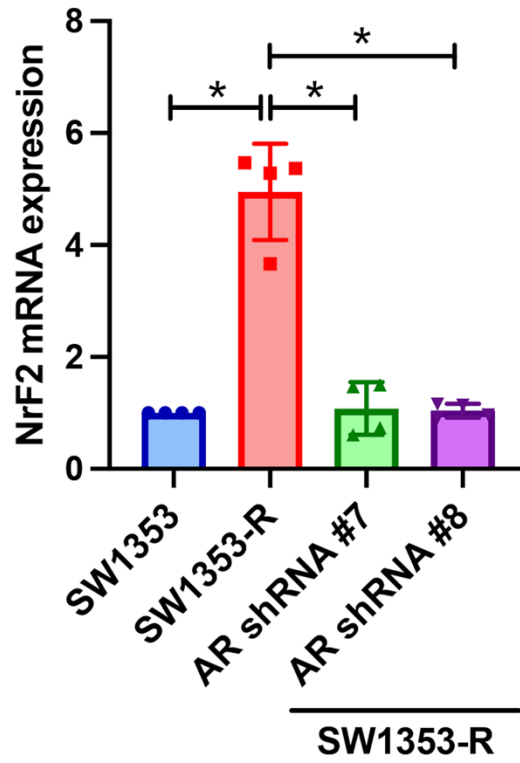

Figure S1. Knockdown AR reduces the NrF2 expression in cisplatin-resistant SW1353-R cells. The mRNA levels of NrF2 in indicated cells were examined by qPCR.

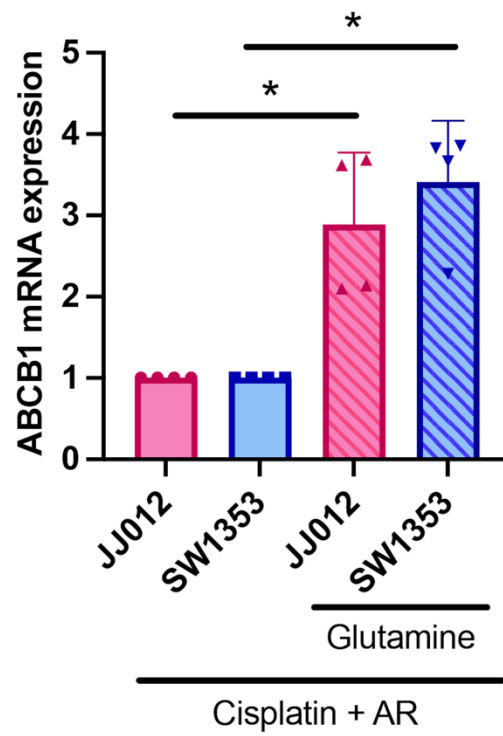

Figure S2. Glutamine supplement enhances AR to upregulate ABCB1. Cells were stimulated with AR (50  $\mu\text{g}/\text{ml}$ ) for 24 h, then incubated with medium containing glutamine (2.5 mM) and cisplatin (1  $\mu\text{M}$ ), the mRNA of ABCB1 was examined by qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

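RNA of parental SW1353 and of cisplatin-resistant SW1353-R cells was sequenced, with 1 library per line. The paper names an Illumina sequencer, HISAT and EdgeR with FPKM values, and the submitters' processing notes name FastQC, Trimmomatic 0.38, HISAT2 2.1.0, featureCounts 1.6.0 and MultiQC. The notes list the dog genome build CanFam3.1, while all 19171 gene identifiers in the deposited tables are human Ensembl identifiers, so the build used is not settled here. The gene annotation used for counting is not given in the sources used here.

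The authors deposited a signal per gene and library, counts divided by a library size that the authors adjusted, and a table of their comparison with log2 fold changes, p-values and adjusted p-values. The log2 fold changes in the authors' table equal the log2 of the ratio of the deposited values. The deposited p-values come from 1 library per line with a dispersion that the paper's text does not give, and they are quoted only as the authors' values. The deposited tables hold no gene with fewer than 6 reads over both libraries.

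Whole reads were recovered from the steps between the values, at 0.0682 per read in SW1353 and 0.0635 in SW1353-R, and 100% of the values were whole within 0.01 reads. The libraries held 15005795 and 15388929 reads in genes. Of these, 9.42% in SW1353 and 7.97% in SW1353-R came from the mitochondrial genome, and the 10 most abundant genes took 9.16% and 7.62%. edgeR's quasi-likelihood test needs residual degrees of freedom, which 2 libraries in 2 groups do not leave, so it was not run, and exact conditional binomial (Clopper-Pearson) intervals of each ratio took its place. These compare the 2 libraries, not the lines. The interval excluded equal expression for 9407 of 14417 expressed genes. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

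The log2 ratio used a pseudocount of 0.1 CPM, an expression minimum of a mean of 1 CPM and the authors' normalization. The named genes were fixed in advance as the genes the paper names, the 10 highest and 10 lowest log2 ratios among genes with a symbol and a mean of at least 10 CPM, up to 4 members of each list farthest from 0, and the main enzymes and transporters of glutamine. The genes of a region on chromosome 15 are named although they were chosen after their values were seen. In total 46 lists of pathways, responses and cell type markers were fixed in the same way, and AREG and ABCB1 were not analysed here. A few other genes are part of the lists and counts but are not reported here by name. The alternatives were a pseudocount of 0.5 CPM, scaling to a median log2 ratio of 0 or to equal totals, no filter or a minimum of 10 CPM, a log2 limit of 1.5, the authors' log2 fold changes and random lists not matched on expression.

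Gene symbols come from the authors' table, and 19061 of the 19171 identifiers were found in a table of gene names. Positions are those of GENCODE release 29 on GRCh38, where 19120 identifiers were found. GC content and length were those of the longest transcript. The calculations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. They were tested on simulated counts for 19171 genes, in which 99.0% of 100 genes changed 4-fold and 2.00% of 100 genes changed 1.5-fold came out over 2-fold apart between SW1353-R and SW1353.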

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

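The tests of scaling, of exchanged labels and of a chance order of genes were chosen only after the results were seen. The results in this part concern gene lists and regions that the paper does not discuss, although some of their genes, such as FGF21, NGFR and PTPN7, also stand in Table S5.

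All 40 expressed genes of the ATF4 and amino acid response had a lower value in SW1353-R, 30 of them by over 2-fold, with a median log2 ratio of -1.51 below that of all 10000 random lists (percentile 0). The transcription factor JDP2 was 53.6-fold lower (95% counting interval 27.0 to 125), the stress protein NUPR1 25.7-fold lower (11.5 to 71.3), and ADM2 17.1-fold lower (12.4 to 24.3), while FGF21 had 36 reads in SW1353 and 0 in SW1353-R. The tables argue against scaling, since the median of ribosomal protein genes was -0.0315, against GC content and transcript length, since the list median was -1.48 after both trends were removed, and against regional shifts along chromosomes, since it was -1.44 after the median of the other genes in each 10 Mb window was subtracted. Exchanged library labels stay open, because SLC1A5 and NFE2L2 were both lower in the library labelled SW1353-R while the paper's qPCR found them higher, and 2 genes do not decide it, the more so as the paper does not say whether the qPCR used the sequenced cultures. A lower activity of the response in the resistant line, an effect of the cisplatin in its medium and a difference in nutrients between the cultures at harvest also stay open and could not be tested with 1 culture per line.

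Neighbouring genes were shifted together along chromosomes. Of 238 windows of 10 Mb with at least 15 protein-coding genes at 10 CPM or more, 51 had a median beyond 99.9% of the medians of shuffled positions, 23 of them higher in SW1353-R and 28 lower, against at most 4 in any of 1000 shuffles, which argues against a chance order of genes. The windows include chromosome 3 from 50000001 to 60000000, with a median log2 ratio of 0.68 over 59 genes, chromosome 17 from 1 to 10000000, with -0.59 over 100 genes, and chromosome 5 from 70000001 to 80000000, with -0.57 over 37 genes. After the trends with GC content and transcript length were removed, 50 windows lay beyond the range, 40 of them among the 51 and on the same side, against at most 5 in a shuffle. A difference in DNA copy number between the lines is a candidate explanation that RNA values alone cannot test.

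Other lists also lay outside the central range of random lists. Interferon-stimulated genes had a median of 0.48, with BST2 9.94-fold higher (8.49 to 11.7) in SW1353-R and 7 of 21 expressed members over 2-fold higher and 2 over 2-fold lower. Cell cycle genes had a median of 0.26, with 33 of 40 above 0 and 1, CDC25A, over 2-fold higher. The p53 target genes had a median of -0.33, with CDKN1A, which encodes p21, 3.12-fold lower (2.77 to 3.53), but without a filter on low values the list fell inside the central range, at the percentile 7.77. Cholesterol synthesis had a median of -0.37, with 19 of 23 members below 0, and of -0.62 over 19 genes with a minimum of 10 CPM. Genes of the epithelial and mesenchymal state had a median of -0.61, with 6 of 15 expressed members over 2-fold lower, SNAI2 among them at 10.7-fold (8.12 to 14.5), and 2 over 2-fold higher. That list holds markers of both states, so its median does not point to either. Of genes at 5 CPM or more in one library, 12 had at most 1 read in SW1353 and 15 had at most 1 read in SW1353-R.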

How the results depend on the processing

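No paired analysis was possible because there is 1 library per line, and no library could be left out in turn for the same reason. The counts of genes over 2-fold apart stayed within 1.5 times under the other pseudocount, both scalings and the authors' log2 fold changes. Without a filter on low values they were 2386 higher and 1847 lower over 19171 genes, with a minimum of 10 CPM 325 and 474 over 9487 genes, with a log2 limit of 1.5 they were 521 and 467, and with the whole counting interval beyond 2-fold, chosen after seeing the data, 524 and 553. These settings change the genes that can be counted. Scaling to equal totals shifted log2 ratios by 0.06, which gave medians of -1.45 for the ATF4 and amino acid response, -0.24 for glutamine uptake and use and 0.0229 for glucose uptake and glycolysis. With a minimum of 10 CPM the median of glutamine uptake and use was -0.64 over 24 genes. Without the members of the ATF4 and amino acid response, also chosen after seeing the data, the median was -0.26 with a percentile of 4.37 for glutamine uptake and use, which takes that list out of the outer 5%, and 0.25 for glycine, serine and threonine metabolism. With this alternative, the MAPK columns of Table S5 went from -0.12 at the percentile 19.5 to 0.38 at the percentile 99.98 over 38 genes. With a minimum of 10 CPM they went to -0.78 at the percentile 0 over 22 genes. Of the 40 expressed genes in these columns, 18 were over 2-fold higher and 19 over 2-fold lower. The sign of their median therefore rests on few genes, and neither it nor the percentile gives a direction for the MAPK genes. The authors listed these genes from the same libraries, so ranking them among random lists is no independent test. For the moved medians in this paragraph the cause was not tested. Of 39 lists, unmatched random lists moved none into or out of the outer 5% of random lists. Neither scaling moved any list either. A scaling shifts a list and the random lists nearly alike, so it cannot test the percentiles. The other pseudocount moved 1, the BMP target genes, no filter moved 1, the p53 target genes, and a minimum of 10 CPM moved 4, the BMP and NRF2 target genes, the MAPK columns of Table S5 and the inflammatory cytokines. Of the 39 lists, none that lay in the outer 5% under the main settings had a median that changed sign. The median of the inflammatory cytokines, inside the central range under the main settings, was -0.07 over 8 genes. It became 0.76 over 3 genes with a minimum of 10 CPM. For single genes, 33 of 36 values stayed within their counting interval. Genes with few reads are limited by depth, as 3 reads are 0.204 CPM in SW1353 and 0.191 CPM in SW1353-R.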

Differences from the paper's values

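The paper's qPCR gave an SLC1A5 mRNA level in SW1353-R of about 1.4 times that of SW1353 (Fig. 4B, read by eye), and the ratio of the RNA libraries was 0.452 (95% counting interval 0.428 to 0.477). For NrF2, the product of NFE2L2, the paper's value was about 4.9 (Supplementary Fig. S1, read by eye) and the ratio here was 0.482 (0.452 to 0.514). The paper's error bars are SDs, its qPCR is another assay, and the paper does not say whether it used the cultures that were sequenced. None of the alternatives set before the data were examined, which were the other pseudocount, both scalings and the authors' log2 fold changes, brought either of the 2 ratios to the paper's value.

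The paper links MEK and ERK to the leading signaling pathways through Table S5 and defines differing genes by a log2 fold change beyond 1 with p under 0.05. Here the log2 ratio was -0.47 for MAP2K1 and 0.23 for MAP2K2, while 16 of 19 and 37 of 40 expressed genes of the TGF-β and MAPK columns were beyond 1. The columns were listed from the same libraries, so these counts are no independent evidence. In the authors' deposited table, 22 of 25 and 49 of 52 listed genes were beyond 1, and 11 of 25 and 27 of 52 also had p under 0.05. The paper ranks nicotinate and nicotinamide metabolism next after glycine, serine and threonine metabolism. Here the latter had the highest share of expressed members over 2-fold apart among the 10 pathways, 40.0%, while nicotinate and nicotinamide metabolism had 19.2%, below riboflavin metabolism with 37.5% and alanine, aspartate and glutamate metabolism with 33.3%. These shares are not the paper's enrichment score, and the lists are not its gene sets.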

Other observations

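SLC1A5, the glutamine transporter that the paper measured by qPCR, was at 274 CPM in SW1353 and 124 CPM in SW1353-R, or 2.21-fold lower, from 4014 reads and 1946 reads. NFE2L2, which encodes NrF2, was at 186 CPM and 89.6 CPM, or 2.07-fold lower (95% counting interval 1.94 to 2.21). ACTB, the loading control of the paper's blots, was 1.15-fold lower (1.14 to 1.17). Of 31 expressed NRF2 target genes, 2 were over 2-fold higher in SW1353-R and 3 over 2-fold lower, SLC7A11, the ferritin light chain FTL and the heme oxygenase HMOX1, with a list median of -0.17 at the percentile 12.7, which became -0.35 at the percentile 0.50 with a minimum of 10 CPM and -0.08 at the percentile 31.8 without a filter. Glutathione and thioredoxin genes held 2 higher and 3 lower members among 40, and the 4 expressed NADPH oxidase genes held none over 2-fold apart. Nuclear genes of oxidative phosphorylation held 1 higher and no lower member among 77.

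Of 49 genes for repair of platinum adducts, 1 was over 2-fold higher, the translesion polymerase POLH at 2.20-fold (1.89 to 2.57), and none was lower. The copper exporter ATP7B was 2.75-fold higher (2.07 to 3.70) and LRRC8D, a subunit of volume-regulated anion channels, was 2.48-fold lower (2.30 to 2.68), the only members of 15 transport genes over 2-fold apart. Of 14 matrix metalloproteinases and inhibitors, 2 were higher and 4 lower. Hypoxia response genes held 2 lower members among 20, DDIT4 and SLC2A3, and none higher. Of 8 expressed inflammatory cytokines, 1 was over 2-fold higher and 2 were over 2-fold lower, among them IL24 at 4.89-fold lower (3.32 to 7.42). Among cell type markers, SOX9 of cartilage was 1.50-fold higher (1.39 to 1.61) and HAPLN1 4.85-fold lower (3.79 to 6.27), while SPP1 of bone was 3.40-fold higher (3.08 to 3.76) and the collagen gene COL6A3 2.16-fold lower (2.09 to 2.23). The medians of 4 marker lists lay outside the central range of random lists, 1.03 over 4 osteoblast markers, 2.26 over 2 immune cell markers, -0.53 over 7 fibroblast markers and -0.65 over 6 epithelial markers, from few genes each.

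A run of adjacent genes on chromosome 15 of GRCh38, chosen after its values were seen, had reads in SW1353 and almost none in SW1353-R. GOLGA2P11, from 62253730 to 62270680, had 298 reads in SW1353 and 0 in SW1353-R, and its neighbour RP11-299H22, from 62227896 to 62253235, had 642 reads and 2 reads. TLN2, which starts at 62390526, had 686 reads in SW1353 and 1071 reads in SW1353-R. Pseudogenes can share reads with near-identical copies elsewhere.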
